A study of Mus musculus with 21 samples.

How the data were processed

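The data were raw single-cell RNA counts deposited by the authors, 1 table per library, in which each value was the whole-number count of unique molecular identifiers (UMIs, random tags that mark single captured RNA molecules) for a gene symbol and a cell barcode. All values were whole and none was below 0, and every table listed the same 17516 gene symbols. The aligner, the counting program, the genome build, the annotation and any removal of doublets (droplets with more than 1 cell) are not stated in the labels. The tables held 1002 to 13407 UMIs per barcode, so low and high barcodes appeared to have been left out before the tables were deposited. The extraction protocol in the labels describes sorting of live CD44-positive, CD45.1-positive CD8 T cells from tumours, while the growth protocol describes culture. The libraries were treated as cultured cells.

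Groups were taken from the sample titles together with the design text. The treatment labels of 6 libraries conflicted with their titles: the 3 libraries titled as 50 IU/mL IL-2 name interleukin-3, and the 3 titled as 50 IU/mL IL-15 name interleukin-16. The design text names IL-2v, IL-2 and IL-15 alone, and the titles were followed. The treatment label of the IL-2v libraries names a mutant IL-2. Day 7 of the growth protocol was not analysed here.

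The groups, comparisons, gene lists, limits, alternatives and the rule for naming genes were fixed before the data were examined, except where a choice is said to have been made later. Cells with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs were kept. UMIs were summed over the kept cells of a library and scaled to a common total as CPM. Log2 differences were taken between log2(CPM + 1) values, a scale that understates the change of low genes. A gene was tested where it reached 20 CPM, on average over the pairs, in either arm of a comparison. Cytokines were compared in 6 pairs of equal day and dose, doses in 3 pairs of equal day within a cytokine, and days in 6 pairs of equal cytokine and dose. A gene was called consistent where it had the same sign in all pairs and a median log2 difference of at least 1 in size. For comparisons of 1 pair, genes with a log2 difference of at least 1 in size were counted. Pairs at different days and doses are not replicates, so no model was fitted and no p-value was computed.

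Genes were named by a fixed rule: the 5 consistent genes with the highest and the 5 with the lowest median log2 difference of each comparison, or, for activation, the 5 highest and 5 lowest among genes with at least 100 CPM in the higher library, and any member of the fixed lists. The 10 programme lists were stemness (14 genes), effector (19), inhibitory receptor (9), STAT5 target (12), glycolysis (16), oxidative phosphorylation (82), fatty acid oxidation (16), cholesterol synthesis (20), amino acid and one carbon metabolism (13) and cell cycle (87). No gene was in more than 1 of these lists. STAT5 is the main transcription factor activated by the IL-2 receptor. Marker lists of T, CD4 T, B, myeloid and erythroid cells were also fixed, of which 2 erythroid genes were not among the gene symbols. The Il2ra, Il2rb and Il2rg genes encode the 3 chains of the IL-2 receptor.

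For each pair of libraries, the median log2 difference of a list was computed over its genes with at least 1 CPM on average in the pair. It was set against the medians of 10000 random lists of the same size, drawn within 100 ranks of mean expression. A list was called higher or lower where its median lay outside the central 95% of the random lists. Random lists describe the 2 libraries of a pair and are no test of the conditions, since members of a list vary together.

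Distances between libraries were root mean square differences of log2(CPM + 1) over genes with a mean of at least 20 CPM over all libraries. For shares of cells, each cell was thinned at random without replacement to 2000 UMIs, and cells with fewer were left out. Cycling cells were those with a UMI of Mki67 or Top2a. Shares were given exact Clopper-Pearson 95% intervals, and CPM values exact Poisson 95% intervals. A pair of shares was counted as different where the intervals did not overlap.

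Alternatives were recomputed for the results. These were all barcodes, at most 5% mitochondrial UMIs, leaving out cells with more than 2 times the library's median UMIs as possible doublets, leaving out cells with markers of other lineages, scaling by trimmed means of M values (TMM), library totals without ribosomal protein and mitochondrial genes, the mean of the CPM of single cells, a pseudocount of 10, no expression filter (20 CPM for the lists), cells without a Mki67 or Top2a UMI, each day left out, thinning to 1000 UMIs, no thinning, and at least 3 UMIs of the cell cycle list as the rule for cycling. Results of some items, including 1 further alternative, are not reported here, but the counts of alternative values include them. An alternative chosen after seeing the data left out genes with near-identical copies.

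Gene symbols were matched to GENCODE vM21 (GRCm38), of which 17234 of 17516 were found. A gene was taken to have a near-identical copy where at least 50% of the 31-base words in the last 500 bases of its transcripts occurred in another gene, which held for 658 genes. Of 77 named genes, 13 shared exonic bases with another measured gene in this annotation, and 5 shared at least 20%. Whether the authors' counting used strand is not stated.

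The comparison steps were tested on simulated counts with 200 genes changed by known amounts. All these changes were larger than 2-fold and equal in every pair, and the counts varied by Poisson error only. No variation between cultures was simulated, so the results check the calculation and do not give the rate of false calls in the data. In the simulated comparison of IL-2v with IL-2, which ran on 5571 genes, 198 of the changed genes were recovered and 0 others were called. In that of 50 with 5 IU/mL IL-2, which ran on 5444 genes, 199 were recovered and 0 others called. In that of activation, which ran on 5519 genes, 199 were recovered and 0 others called. Of 100 unchanged random lists, 5, 4 and 3 were called in these comparisons. Thinning of 3000 simulated cells gave a share of 63.8% against 63.2% from the simulated rate, and 92.8% without thinning.

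Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used. TMM factors came from edgeR 4.0.16 in R 4.3.3, which was used for nothing else.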

Results

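RNA was measured in single mouse CD8 T cells of the OT1 line, whose transgenic T cell receptor recognises a peptide of ovalbumin. There were 21 libraries and each of 21 conditions had 1 library, so there were no replicates. Naive cells were taken on day 0. Other cells were activated with beads carrying antibodies to CD3 and CD28 and cultured with IL-2, with IL-15 or with IL-2v, an IL-2 variant described in the labels as a mutant. Each cytokine was given at 5 or 50 IU/mL and sampled on days 3, 5 and 10, which made 18 libraries. Activated cells without cytokine were sampled on days 3 and 5. The cytokine names of 6 treatment labels conflicted with their titles, and the titles were followed.

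The tables held raw UMI counts, where a UMI marks 1 captured RNA molecule. After filtering, 3250 to 7105 cells per library remained and 2 cells in all were removed. The summed counts ran from 10589950 UMIs on day 5 with 50 IU/mL IL-2 to 32648496 on day 10 with 5 IU/mL IL-2v. Median depth lay between 3016 and 5065 UMIs and between 1271 and 1840.5 genes per cell. Ribosomal protein genes took 25.9% to 39.8% of the UMIs. Of the T cell markers, Cd3d had a UMI in 93.0% to 99.5% of cells per library and Cd8b1 in 54.5% to 92.0%. Cd4 was seen in at most 1.49%, the B cell gene Ms4a1 in at most 0.0209%, the myeloid gene Lyz2 in at most 0.126% and the erythroid gene Hbb-bt in at most 0.835%. The rule for other lineages, at least 2 B, myeloid or erythroid markers or Cd4 without Cd8a and Cd8b1, flagged 0.425% to 12.8% of cells per library and 10.6% of naive cells. Without Ighm among the B cell markers, a change made after seeing the data, it flagged at most 1.30%. Ddx3y, a gene of the Y chromosome, was seen in 13.7% to 23.4% of cells and Xist in at most 0.0430%.

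The similarity of libraries was described first, as the root mean square log2 difference over 5495 genes, to place the steps between cytokines, doses and days on a common scale. The median distance over 6 pairs of equal day and dose was 0.513 between IL-2v and IL-2 (0.206 to 0.704), 0.596 between IL-15 and IL-2 (0.226 to 1.03) and 0.581 between IL-2v and IL-15 (0.233 to 0.996). The median distance between 50 and 5 IU/mL was 0.771 for IL-2, 0.483 for IL-2v and 0.393 for IL-15. Days 5 and 3 lay 0.514 apart and days 10 and 3 lay 0.788 apart. IL-2v was nearer to IL-15 than to IL-2 in 2 of 6 pairs, both by narrow margins: 0.427 against 0.432 on day 3 at 50 IU/mL and 0.561 against 0.568 on day 5 at 5 IU/mL. With the mean of the CPM of single cells this held in 0 pairs. Among activated libraries, the day 10 library with 5 IU/mL IL-15 lay nearest the naive library, at 0.487. The day 3 library without cytokine lay at 0.986 from it, and the day 10 library with 50 IU/mL IL-2 at 1.35.

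**Figure D1:**
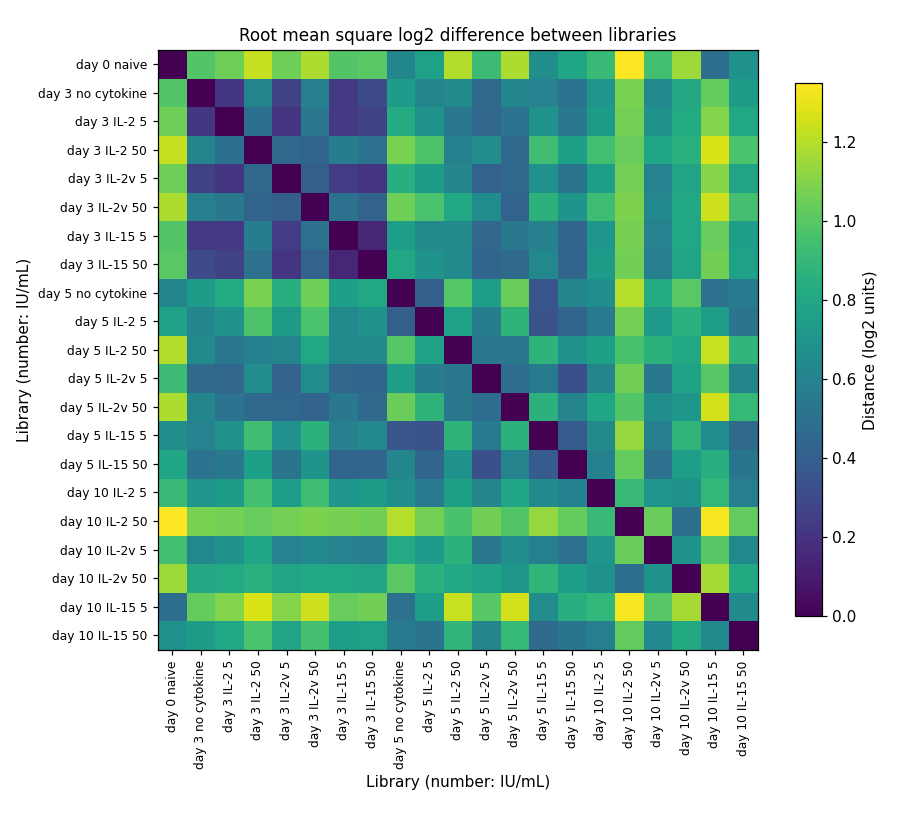
Root mean square log2 difference (colour scale, log2 units) between each pair of the 21 libraries, which are listed by day, cytokine and dose on both axes. The largest distance from the naive library was that of the day 10 library with 50 IU/mL IL-2 (1.35), and the smallest that of the day 10 library with 5 IU/mL IL-15 (0.487).

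Activation was examined by setting the day 3 library without cytokine against the naive library. Of 6171 genes tested, 684 were at least 2-fold higher and 513 at least 2-fold lower after activation. The median of all genes moved by −0.11, a shift that the random lists used for the gene lists share. Leaving out the expression filter moved these counts most, to 1579 and 1042. Leaving ribosomal protein and mitochondrial genes out of the totals gave 635 higher and 634 lower genes with a median of −0.19. The split turned around in cells without a Mki67 or Top2a UMI (466 and 655, median −0.25) and with at most 5% mitochondrial UMIs (667 and 700, median −0.16). The largest rises by the naming rule were those of Mt1 (log2 7.48, from 0.487 to 265 CPM), Gzmb (6.42, from 6.50 to 642 CPM), Ctla4 (5.89), Aldoc (5.75) and Ube2c (5.70). Ube2c shares 22.8% of its exonic bases with Tnnc2 on the opposite strand. The largest falls were those of Ccr9 (log2 −5.78), Dtx1 (−5.19), Il6ra (−3.70), Rflnb (−3.57) and Hsd11b1 (−3.27). The lists called higher were cell cycle (median log2 3.15), glycolysis (2.33), cholesterol synthesis (1.88), inhibitory receptor (1.25), STAT5 target (0.74), amino acid and one carbon metabolism (0.62), fatty acid oxidation (0.50) and oxidative phosphorylation (0.48). Stemness was called lower (−0.69), and the effector list (−0.10) was inside the central 95% of random lists of matched expression.

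The effect of each cytokine was examined against the library without cytokine of the same day. These 12 comparisons share 1 control library per day and were not compared by overlap. On day 3, 8 genes were at least 2-fold higher and 6 lower with 5 IU/mL IL-2, 389 and 165 with 50 IU/mL IL-2, 12 and 4 with 5 IU/mL IL-2v, 475 and 106 with 50 IU/mL IL-2v, 8 and 16 with 5 IU/mL IL-15, and 47 and 15 with 50 IU/mL IL-15. On day 5 the counts in the same order were 113 and 19, 992 and 454, 572 and 154, 1350 and 353, 75 and 17, and 330 and 108. Some lower counts of day 3 came largely from genes with near-identical copies, whose values are uncertain. They were all 6 lower genes with 5 IU/mL IL-2. With IL-15 they were 10 of the 16 lower genes at 5 IU/mL and 10 of the 15 at 50 IU/mL. Among the higher genes of these 3 comparisons they were 0, 1 and 2. The median of all genes moved by up to 0.30, for 50 IU/mL IL-2v on day 5. Under TMM scaling the splits on day 3 were 3 and 8, 280 and 221, 7 and 6, 283 and 194, 5 and 18, and 27 and 23. On day 5 they were 125 and 18, 820 and 668, 460 and 229, 791 and 713, 89 and 13, and 275 and 145, with more genes higher than lower in each comparison of day 5. Leaving out the expression filter moved a count by the largest factor, from 132 to 428 genes for 5 IU/mL IL-2 on day 5.

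Against the no-cytokine library of day 3, the cell cycle list stood at a median log2 of 0.0973 and 0.0236 with 5 and 50 IU/mL IL-2, 0.16 and 0.33 with IL-2v, and −0.0831 and −0.10 with IL-15. It was called higher with both doses of IL-2v and lower with 50 IU/mL IL-2 and both doses of IL-15. The call with 50 IU/mL IL-2 is relative to other genes, since the median of all genes moved by 0.19 and the random lists share that shift. It does not show a fall of the list. The share of cycling cells in that library was higher than without cytokine, at 63.2% against 50.6%. The STAT5 target list stood at 0.30 and 1.38 with IL-2, 0.65 and 1.29 with IL-2v, and 0.38 and 0.83 with IL-15, and the stemness list at −0.20 and −1.01, −0.46 and −1.16, and −0.0364 and −0.34. On day 5, the cell cycle list stood above the no-cytokine library by a median log2 of 0.58 and 1.91 with 5 and 50 IU/mL IL-2, 2.06 and 2.57 with IL-2v, and 0.98 and 1.16 with IL-15. The STAT5 target list stood above it by 0.52 and 1.65 with IL-2, 1.88 and 2.01 with IL-2v, and 0.58 and 1.42 with IL-15. The stemness list stood at −0.23 and −1.77 with IL-2, −0.84 and −2.10 with IL-2v, and −0.34 and −0.71 with IL-15.

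The main question of the design was how IL-2v differs from IL-2. Of 5839 genes tested, 61 were higher and 16 lower with the same sign in all 6 pairs and a median change of at least 2-fold. TMM scaling gave 36 higher and 25 lower genes, of which 35 and 16 were in the first lists. By factor, a pseudocount of 10 CPM moved the counts most, to 9 and 7. Without day 3 there were 189 higher and 35 lower genes, without day 5 there were 28 and 36, and without day 10 there were 26 higher. The pairs differed widely in size: at 5 IU/mL on day 3, 2 genes were higher and 3 lower by 2-fold, while at 5 IU/mL on day 10, 402 were higher and 459 lower.

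The genes highest in IL-2v by the naming rule were Hist1h2ap (median log2 1.87; mean 999 against 289 CPM), Dapl1 (1.78; 126 against 53.6 CPM), Cdca7 (1.70), Hemgn (1.45) and Mcm2 (1.38). Hist1h2ap has near-identical copies and its value is uncertain. The genes lowest in IL-2v were Mt2 (median log2 −4.17; mean 10.3 against 181 CPM), Mt1 (−3.51; 61.8 against 507 CPM), Il7r (−2.01; 63.2 against 213 CPM), Gm12840 (−1.39), which has near-identical copies, and Serpinb1a (−1.33). Mt2 shares 73.5% of its exonic bases with Gm45774 on the opposite strand. On day 10 at 50 IU/mL, Mt1 was at 50.2 CPM (47.6 to 53.0) with IL-2v and 908 CPM (897 to 919) with IL-2, and Il7r was at 2.82 CPM (2.23 to 3.53) and 23.1 CPM (21.4 to 25.0). These are exact Poisson 95% intervals, and all intervals given here cover counting error only. In GENCODE vM21 (GRCm38), matched by symbol because the authors' build is not stated, Mt1 lies on chromosome 8 from 94179082 to 94180327, Mt2 on chromosome 8 from 94172664 to 94173568, Il7r on chromosome 15 from 9505788 to 9530176, Dapl1 on chromosome 2 from 59484653 to 59505020 and Hist1h2ap on chromosome 13 from 21833026 to 21833507.

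Among the programme lists, cell cycle was higher in IL-2v than in IL-2 in 6 of 6 pairs (median of the pairs 0.83, range 0.09 to 1.32). In cells without a Mki67 or Top2a UMI, the alternative that moved it most, the median was 0.49. Cholesterol synthesis (0.70) and amino acid and one carbon metabolism (0.54) were called higher in 5 pairs each and lower in 0. Stemness was called lower in 4 pairs and higher in 1 (median −0.31), the exception being day 10 at 50 IU/mL (0.89). Glycolysis was called lower in 4 pairs and higher in 1 (−0.33), with 1.63 on day 5 at 5 IU/mL. The effector list was called lower in 3 pairs and higher in 0 (−0.17), and the inhibitory receptor list lower in 3 and higher in 1 (−0.36), and without day 10 each was called lower in 1 pair. The STAT5 target list was called higher in 3 pairs and lower in 1 (0.10); without day 5 it was called higher in 1, and under TMM scaling its median was −0.03. Oxidative phosphorylation was called higher in 2 pairs (0.11) and fatty acid oxidation lower in 2 (−0.05).

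**Figure D2:**
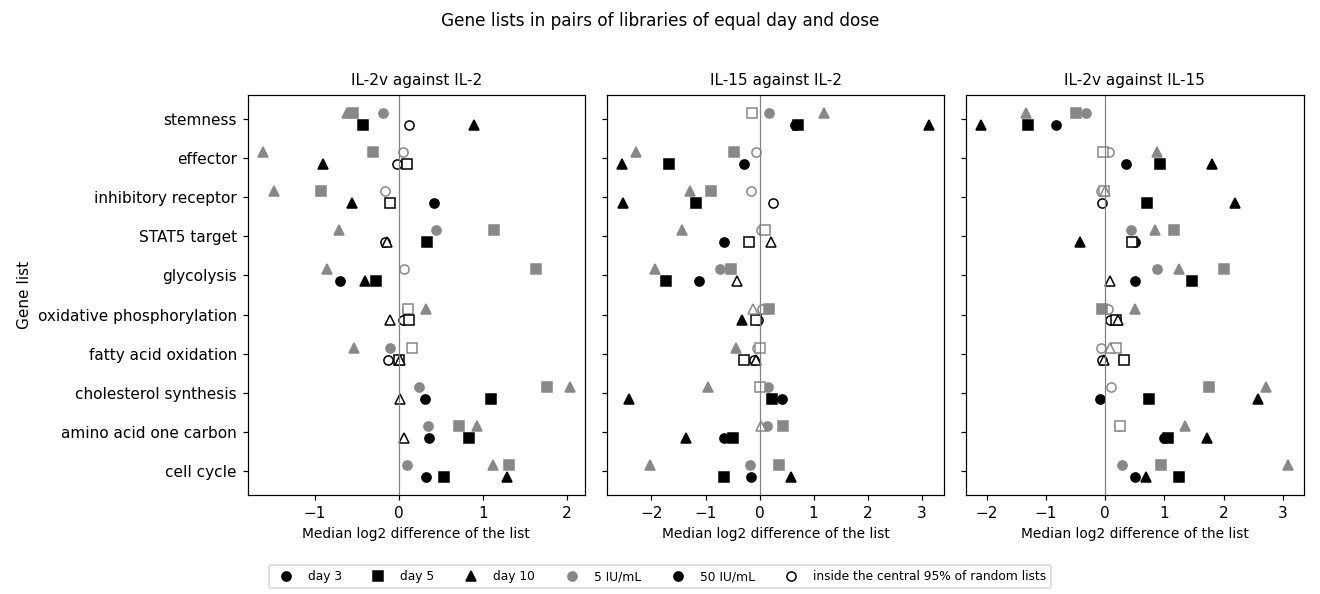
Median log2 difference of each gene list (horizontal axis) in each pair of libraries, by comparison, with 1 point per pair and filled points where the median lay outside the central 95% of random lists. Cell cycle was higher with IL-2v than with IL-2 in 6 of 6 pairs, and stemness was lower with IL-2v than with IL-15 in 6 of 6.

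IL-15 was set against IL-2 in the same 6 pairs, and 28 genes were higher and 97 lower among 5718 tested. Without day 3 there were 50 and 216, and without day 5 there were 46 higher genes. The highest by the rule were Art2b (median log2 2.53), Dapl1 (2.03), Klf3 (1.90), Gm14085 (1.88) and Il6ra (1.85), and the lowest were Ifitm2 (−4.12), Emilin2 (−3.99), Cdkn1a (−3.92), Gpr141 (−3.74) and Ltb4r1 (−3.37). Gm14085 and Ifitm2 have near-identical copies and are uncertain. Stemness was called higher in 5 pairs and lower in 0 (median 0.68), effector and glycolysis lower in 5 (−1.08 and −0.93), and inhibitory receptor lower in 4 and higher in 0 (−1.04). Cell cycle was called lower in 4 pairs and higher in 2 (−0.17), and amino acid and one carbon metabolism lower in 3 and higher in 2 (−0.23). Cholesterol synthesis was called higher in 3 and lower in 2 (0.08), and its median was −0.02 with the mean of the CPM of single cells; without day 3 it was called higher in 1. STAT5 target was called lower in 2 pairs (−0.08), oxidative phosphorylation higher in 1 and lower in 1 (−0.05), and fatty acid oxidation lower in 1 (−0.08).

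IL-2v was also set against IL-15, and 144 genes were higher and 34 lower among 5810 tested. TMM scaling gave 87 and 53, and totals without ribosomal protein and mitochondrial genes gave 92 and 44. Without day 3 the counts were 365 and 80, without day 5 they were 78 and 62, and without day 10 there were 18 lower genes. The highest were Tnfrsf9 (median log2 3.46), Emilin2 (3.09), Fads2 (3.05), Lrrc32 (2.89) and Hist1h2ap (2.69, uncertain), and the lowest were Id3 (−2.05), Gm26740 (−1.86), Arl5c (−1.84), Gm5914 (−1.79) and Cd7 (−1.78). Gm5914 shares 72.5% of its exonic bases with Ctcf on the opposite strand and 22.4% with Agrp on the same strand. Stemness was called lower in IL-2v than in IL-15 in 6 of 6 pairs (median −1.07) and cell cycle higher in 6 of 6 (0.81). Glycolysis (1.06) and amino acid and one carbon metabolism (1.03) were called higher in 5 pairs and lower in 0, and effector higher in 4 and lower in 0 (0.61). With list genes limited to at least 20 CPM, effector was called higher in 2. Cholesterol synthesis (1.25) and STAT5 target (0.48) were each called higher in 4 pairs and lower in 1. Inhibitory receptor was called higher in 2 (−0.01), oxidative phosphorylation higher in 1 and lower in 1 (0.13), and fatty acid oxidation in 0 (0.03).

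The dose response was examined within each cytokine over days 3, 5 and 10. For IL-2, 252 genes were higher and 159 lower at 50 than at 5 IU/mL on all 3 days among 5879 tested. Totals without ribosomal protein and mitochondrial genes gave 229 and 192. There were 288 lower genes without day 3 and 326 without day 5. For IL-2v the counts were 141 and 37 among 5913 genes, with 101 and 57 under TMM scaling and 221 and 84 without day 3. For IL-15 they were 48 and 10 among 5523 genes, with 38 and 13 under TMM scaling, 151 and 31 without day 3 and 26 and 3 without day 10. The number of genes at least 2-fold apart between doses on days 3, 5 and 10 was 331, 1010 and 1230 for IL-2, 175, 331 and 627 for IL-2v, and 1, 129 and 310 for IL-15.

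With IL-2, the genes highest at 50 IU/mL were Hspa1a (median log2 6.06), Hspa1b (5.46), Nupr1 (4.74), Tnfrsf9 (4.65) and Basp1 (4.38), and the lowest were Cxcr3 (−3.58), Id3 (−2.94), Actn2 (−2.86), Actn1 (−2.82) and Gm26740 (−2.82). Hspa1a ranged from 0.02 to 7.02 over the 3 days: it was at 65.8 CPM (62.0 to 69.9) and 128 CPM (122 to 135) on days 3 and 5 at 50 IU/mL. With IL-2v, the highest were Cdkn1a (3.73), Gzmc (3.56), Zbtb32 (3.52), Spp1 (3.36) and Dmwd (3.26), and the lowest Cd7 (−2.59), S1pr1 (−2.55), Gm26740 (−2.03), Klf2 (−1.94) and 2810001G20Rik (−1.70). With IL-15, the highest were Aldoc (3.17), AA467197 (2.71), Gm17767 (2.34), Drc1 (2.30) and Pgk1 (2.16), and the lowest 1110008P14Rik (−1.69), Itgae (−1.58), Myb (−1.54), Gm43698 (−1.51) and Gm14085 (−1.45, uncertain). 1110008P14Rik shares 27.0% of its exonic bases with Ciz1 on the opposite strand.

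Stemness was called lower at the higher dose on all 3 days with each cytokine, by a median log2 of −1.61 for IL-2, −1.03 for IL-2v and −0.34 for IL-15. Amino acid and one carbon metabolism was called higher on all 3 days with each, by 1.09, 1.10 and 0.35. Glycolysis was called higher on 3 days with IL-2 (0.74) and IL-15 (0.89), and on 2 days with IL-2v (0.38), where it was called lower on 1. The effector list was called higher on 2 days with IL-2 (1.49), 3 with IL-2v (0.63) and 1 with IL-15 (0.05). Cholesterol synthesis was called higher on 2 days with IL-2 (1.22), 1 with IL-2v (0.09) and 3 with IL-15 (0.31). STAT5 target was called higher on 2 days with IL-2 (1.03), 1 with IL-2v (0.26) and 3 with IL-15 (0.61), and lower on day 10 with IL-2 (−0.96). Cell cycle moved in both directions, with medians of −0.06, 0.17 and 0.28 for IL-2, IL-2v and IL-15. In cells without a Mki67 or Top2a UMI the first became 0.48 and the last −0.09. The median for IL-2v also rose in these cells, to above that for IL-2. Inhibitory receptor was called higher on 2 days with IL-2 (0.74) and IL-2v (0.70) and lower on 1 with IL-15 (−0.09). Oxidative phosphorylation and fatty acid oxidation had medians within 0.1 of 0 for each cytokine.

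Time in culture was compared within each of the 6 cytokine and dose conditions. From day 3 to day 5, 49 genes were higher and 131 lower in all 6 among 5912 tested, or 67 and 89 under TMM scaling. From day 3 to day 10, 52 were higher and 477 lower among 5977 tested, while the median of all genes moved by −0.20. Under TMM scaling the counts were 98 and 282 and that median was 0.07, and with totals without ribosomal protein and mitochondrial genes they were 68 and 391. The highest on day 5 were Ifitm1 (median log2 4.64), Ccr2 (3.12), AY036118 (2.96), S100a4 (2.47) and Ifitm3 (2.25), and the lowest Tg (−3.36), Batf3 (−2.90), Cd81 (−2.36), Zbtb32 (−2.27) and Tnfrsf4 (−2.10). AY036118 and S100a4 have near-identical copies and are uncertain, and all exonic bases of AY036118 lie within Gm42418 on the opposite strand. The highest on day 10 were Dyrk4 (3.93), Wdr95 (3.38), Eomes (2.63), Sgk1 (2.23) and Cxcr6 (2.10), and the lowest Batf3 (−4.71), Cd81 (−4.46), Tnfrsf4 (−4.07), Tg (−4.06) and Cd200 (−4.00).

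From day 3 to day 5, cell cycle (median log2 −0.69), amino acid and one carbon metabolism (−0.71) and oxidative phosphorylation (−0.33) were called lower in 6 of 6 conditions, cholesterol synthesis in 5 (−0.81), glycolysis in 3 (−0.38), inhibitory receptor in 2 (−0.45) and fatty acid oxidation in 1 (−0.19). Glycolysis and inhibitory receptor were each called higher in 1. Stemness was called higher in 4 (0.19), effector in 3 (0.21) and STAT5 target in 2 (−0.05), and STAT5 target was called lower in 1. Its median was 0.06 under TMM scaling. From day 3 to day 10, cell cycle was called lower in 6 of 6 (−2.06), glycolysis (−0.63) and inhibitory receptor (−1.06) in 4, stemness (−0.41), cholesterol synthesis (−1.27) and amino acid and one carbon metabolism (−0.71) in 3, and oxidative phosphorylation (−0.23) and fatty acid oxidation (−0.42) in 2. Glycolysis, inhibitory receptor and stemness were each called higher in 1, effector in 3 (0.70) and STAT5 target in 3 (0.05), with STAT5 target called lower in 1. In cells without a Mki67 or Top2a UMI the STAT5 target median was −0.12.

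Shares of cells with a UMI of fixed genes were computed after thinning each cell to 2000 UMIs, which left out 57 to 393 cells per library, with exact Clopper-Pearson 95% intervals. Cycling cells, those with a UMI of Mki67 (chromosome 7, 135689784 to 135716361) or Top2a (chromosome 11, 98992943 to 99024189), made up 1.83% (1.46% to 2.27%) of naive cells, which served as the background at a median depth of 3799 UMIs. Without thinning the naive share was 3.01%. Cycling cells were more frequent with IL-2v than with IL-2 in 5 of 6 pairs, the intervals overlapping in the other, and more frequent than with IL-15 in 6 of 6. They were less frequent with IL-15 than with IL-2 in 4 pairs and more frequent in 1. On day 3 the share at 50 IU/mL was 78.6% (77.4% to 79.8%) with IL-2v, 63.2% (61.5% to 64.8%) with IL-2 and 49.3% (47.8% to 50.8%) with IL-15, and 50.6% (49.1% to 52.1%) without cytokine. Without thinning these shares were 86.9%, 73.8%, 58.2% and 60.0%. On day 10 at 5 IU/mL the share was 31.7% (30.5% to 32.9%) with IL-2v, 11.9% (11.1% to 12.7%) with IL-2 and 2.73% (2.31% to 3.20%) with IL-15, the last near the naive share, where the median depths were 4780, 4118 and 3927 UMIs. Without thinning these were 40.6%, 18.2% and 5.21%. No order was read for cycling cells between the doses of IL-2 on day 3, nor between days 3 and 5 with 50 IU/mL IL-2 or either dose of IL-2v, since the summed Mki67 and Top2a CPM went the other way.

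Tcf7 (chromosome 11, 52252371 to 52283014), a gene of naive and memory cells, had a UMI in 58.0% (56.6% to 59.5%) of naive cells after thinning and in 77.0% without it. On day 3 the share fell to 36.6% (35.1% to 38.1%) without cytokine. It was lower at 50 than at 5 IU/mL on all 3 days with IL-2 and IL-2v. On day 10 it was 29.1% (28.0% to 30.3%) and 0.682% (0.467% to 0.961%) with 5 and 50 IU/mL IL-2, 17.3% (16.4% to 18.3%) and 3.40% (2.91% to 3.94%) with IL-2v, and 48.9% (47.5% to 50.2%) and 25.0% (23.9% to 26.0%) with IL-15. The unthinned shares were 46.7%, 1.18%, 36.2%, 7.62%, 72.4% and 44.9%. In summed counts, Tcf7 stood at 471 CPM in naive cells and on day 10 at 177 and 2.38 CPM with 5 and 50 IU/mL IL-2, 95.6 and 17.1 CPM with IL-2v, and 369 and 144 CPM with IL-15. Over 6 pairs, the share was higher with IL-2v than with IL-2 in 2 and lower in 2, higher with IL-15 than with IL-2 in 5 and lower in 0, and lower with IL-2v than with IL-15 in 6. With thinning to 1000 UMIs, IL-2v was higher than IL-2 in 1.

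**Figure D3:**
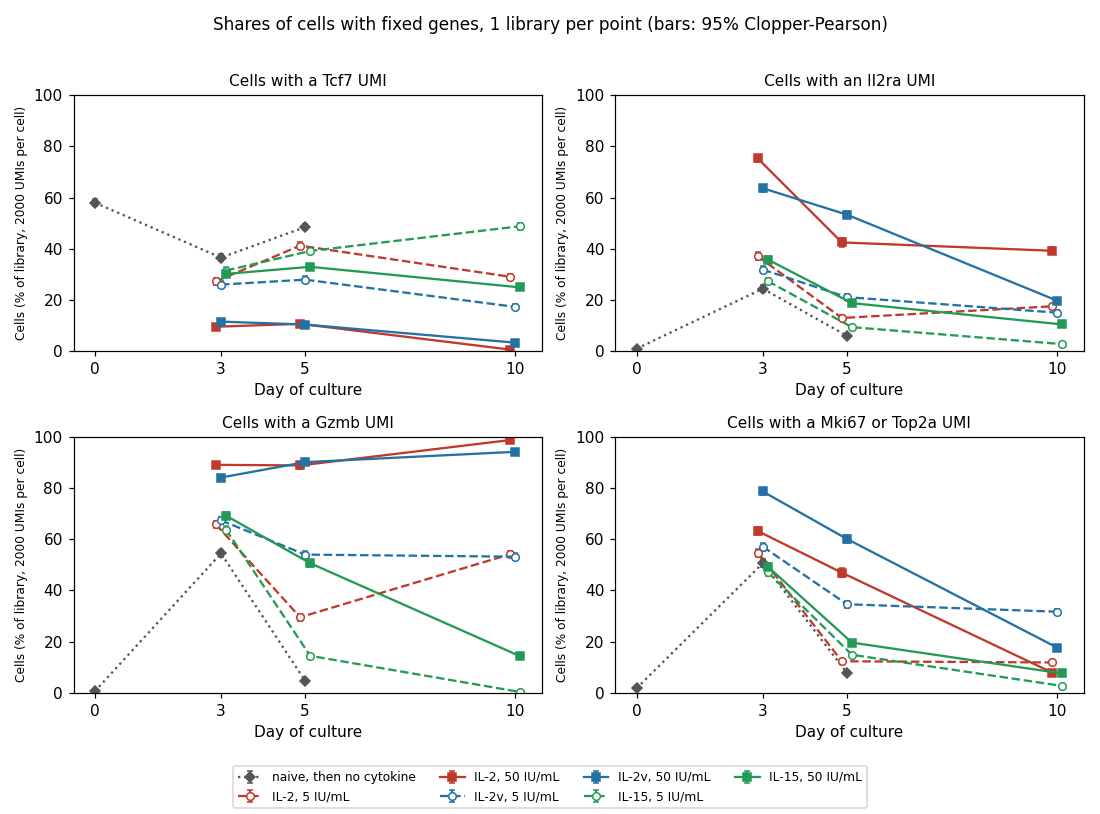
Share of cells with a UMI of each gene, or of Mki67 or Top2a (vertical axis, percent of cells after thinning), by day (horizontal axis) for each cytokine and dose, the libraries without cytokine and the naive library, with exact 95% intervals as bars. Cycling cells were more frequent with IL-2v than with IL-2 in 5 of 6 pairs, for example 31.7% against 11.9% on day 10 at 5 IU/mL.

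Gzmb (chromosome 14, 56258838 to 56262260), which encodes the cytotoxic protease granzyme B, was seen in 0.626% (0.417% to 0.904%) of naive cells. On day 10 it was seen in 98.7% (98.4% to 99.0%) of cells with 50 IU/mL IL-2, 94.1% (93.4% to 94.8%) with IL-2v and 14.3% (13.4% to 15.1%) with IL-15, and in 0.334% (0.198% to 0.527%) with 5 IU/mL IL-15, which was at the naive level. The unthinned values were 99.3%, 97.7%, 27.7% and 0.679%, against 1.09% in naive cells. Gzmb was less frequent with IL-15 than with IL-2 in 5 of 6 pairs, and no order was read between days 10 and 3 at 5 IU/mL IL-2, where its CPM went the other way.

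Il2ra (chromosome 2, 11642807 to 11693193), which encodes a chain of the IL-2 receptor, was seen in 1.05% (0.773% to 1.40%) of naive cells. On day 3 at 50 IU/mL it was seen in 75.3% (73.8% to 76.8%) with IL-2, 63.7% (62.3% to 65.1%) with IL-2v and 35.8% (34.4% to 37.3%) with IL-15, or in 90.5%, 83.3% and 56.9% without thinning. It was more frequent at 50 than at 5 IU/mL on all 3 days with each cytokine. Between IL-2v and IL-2 it was higher in 2 pairs and lower in 4, and it was lower with IL-15 than with IL-2 in 6 of 6. Il2rb rose from 87.6 CPM in naive cells to 355 CPM on day 3 without cytokine, and Il2rg fell from 311 to 190 CPM. Pdcd1 was seen in 0.0311% to 1.56% of cells, against 0.559% (0.362% to 0.824%) in naive cells, so no order was read from it.

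The title of the series joins proliferation and stemness, so cycling was compared between cells with and without a Tcf7 UMI in each library. In 13 of 20 activated libraries the cycling share was lower among cells with a Tcf7 UMI, and it was higher in 0. Without thinning it was lower in 5 and higher in 3, and with the rule of at least 3 UMIs of the cell cycle list, which 66.6% of naive cells met, it was lower in 5 and higher in 2. On day 3 with 5 IU/mL IL-2v, 46.2% (43.2% to 49.3%) of cells with a Tcf7 UMI were cycling against 60.9% (59.2% to 62.6%) of the others. At 50 IU/mL the shares were 77.6% (73.8% to 81.1%) and 78.8% (77.5% to 80.0%), with overlapping intervals. Cells with both a Tcf7 UMI and a cycling UMI made up 15.6% (14.5% to 16.7%) of cells on day 3 without cytokine. On day 10 at 5 IU/mL they made up 4.38% (3.88% to 4.92%) with IL-2v, 3.14% (2.72% to 3.61%) with IL-2 and 1.41% (1.11% to 1.76%) with IL-15. At 50 IU/mL they made up 0.748% (0.527% to 1.03%) with IL-2v, 0.0852% (0.0232% to 0.218%) with IL-2 and 1.34% (1.07% to 1.65%) with IL-15. In naive cells the share was 1.01% (0.735% to 1.34%). On day 10 with 5 IU/mL IL-2v, 25.2% (22.6% to 28.0%) of cells with a Tcf7 UMI were cycling against 33.1% (31.8% to 34.4%) of the others.

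**Figure D4:**
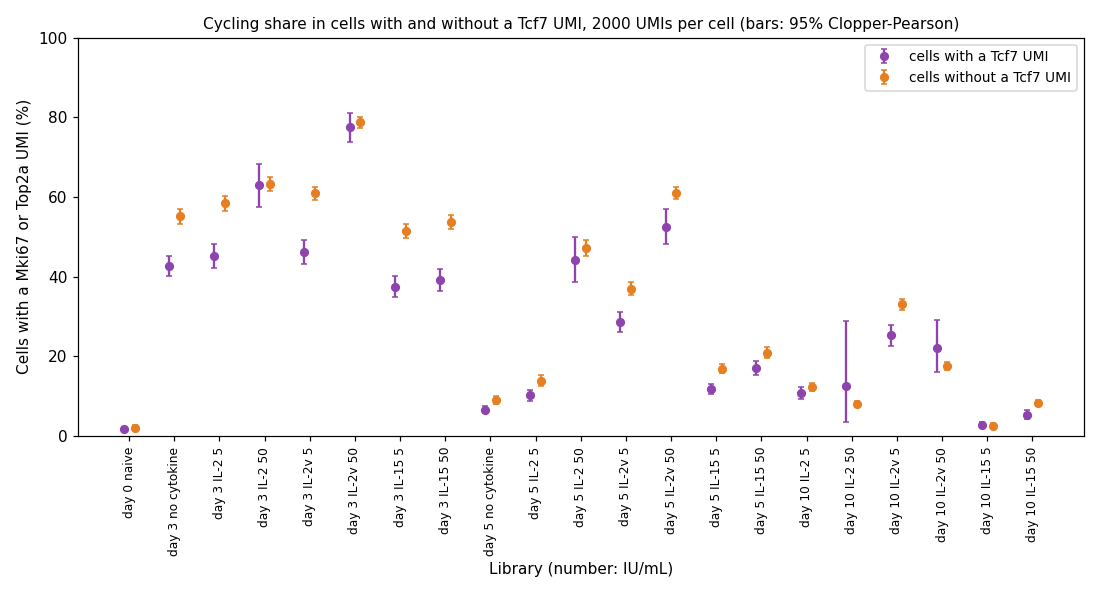
Percent of cycling cells (vertical axis) among cells with a Tcf7 UMI and among the others in each library (horizontal axis), after thinning, with exact 95% intervals as bars. The share was lower in cells with a Tcf7 UMI in 13 of 20 activated libraries and higher in 0.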

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

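No test of this part was chosen only after its result was seen. A pair of differences between groups was picked out because every effect in the first group went one way and every effect in the second the other way. These differences were not tested. There were 176 such comparisons looked at, each with 3 effects per group. If all signs were independent and equally likely to go either way, 5.5, or 3.125% of them, would be picked out, and 2 were found. The effects share libraries, so their signs are not independent and this number is only a rough guide. Neither pattern is shown to exceed chance, and the number cannot show that either arose by chance.

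The fatty acid oxidation list moved with dose in opposite directions on days 3 and 5. On day 3 the median effect of 50 against 5 IU/mL over the 3 cytokines was −0.0832 (−0.0872 to −0.0134), and on day 5 it was 0.16 (0.0943 to 0.38). Scaling to library totals is a possible explanation: under TMM scaling 4 of the 6 medians kept their sign, while all 6 did under each of the other scalings. A difference in the share of cycling cells cannot be told apart from an effect of dose. Although 6 of 6 kept their sign in cells without a Mki67 or Top2a UMI, only 1 of the 6 medians lay outside the random lists, and those cells still differed in cycling, with cell cycle list medians of 0.48 for the dose of IL-2 and 0.85 for that of IL-2v. All effects are small, and an effect of dose that differs by day stays open as untested.

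The amino acid and one carbon list was higher with IL-15 than with IL-2 at 5 IU/mL and lower at 50 IU/mL. The median effect over the 3 days was 0.13 (0.03 to 0.43) at 5 IU/mL and −0.66 (−1.35 to −0.50) at 50 IU/mL. Scaling to library totals as the cause is argued against, since 6 of 6 medians kept their sign under each other scaling and 5 of 6 lay outside the random lists, which share any scaling. The exception, on day 10 at 5 IU/mL, is near 0 and decides nothing. A difference in the share of cycling cells cannot be told apart from an effect of the cytokine: 6 of 6 kept their sign in cells without a Mki67 or Top2a UMI, but the cell cycle list was still called lower with IL-15 in 3 pairs of these cells and higher in 1. A candidate explanation is that the step between doses of IL-2 was larger than that of IL-15, which the list's dose medians of 1.09 and 0.35 describe but do not test, and with 1 library per condition a difference between single cultures also stays open.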

How the results depend on the processing

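The alternative without near-identical copies was chosen after seeing the data, and the others before. For the counts and calls that answer a comparison, 632 of 747 alternative values stayed within the limits set for each (1.5 times for a count) and 115 did not. Of 6323 values of lists, shares and named genes, 4909 stayed within their limits, 1405 moved (752 nearer 0, 606 farther from 0 and 47 to the other sign) and 9 called values reversed. For the median of a list or a distance the limit widened with the range over the pairs, so a large move can stay within it. All barcodes, which added 2 cells, moved no value, and its 65 values of comparisons and 588 others count among those that stayed. Leaving out cells with markers of other lineages moved 0 values of comparisons and 7 others. The cause was not tested except where the construction of an alternative is named. Leaving out days was not run for the comparisons of days, where the days are the pairs. Replicates could not be paired, since the labels give no replicate numbers and each condition had 1 library. Libraries could be paired by day and dose, but no paired test was run. The pairs of equal day and dose join different conditions and served for signs and medians only.

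TMM scaling gave 36 higher and 25 lower genes for IL-2v against IL-2 (61 and 16 in the report), of which 35 and 16 were the same genes. It gave 87 and 53 for IL-2v against IL-15 (144 and 34), 57 lower genes for the dose of IL-2v (37), and 98 higher and 282 lower for day 10 against day 3 (52 and 477). IL-2v was nearer to IL-15 than to IL-2 in 1 pair under it, in place of 2. Values of the STAT5 target list changed sign: IL-2v against IL-2 from 0.10 to −0.0337 and day 5 against day 3 from −0.05 to 0.0626. Totals without ribosomal protein and mitochondrial genes gave 92 higher genes for IL-2v against IL-15.

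The mean of the CPM of single cells gave 60 genes for 5 IU/mL IL-15 against no cytokine on day 5 (92), 0 pairs with IL-2v nearer to IL-15, a cholesterol synthesis median of −0.0155 for IL-15 against IL-2 (0.08) and a cell cycle median of 0.00628 for the dose of IL-2 (−0.06).

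A pseudocount of 10 CPM shrinks the differences of low genes by construction. With it, IL-2v against IL-2 gave 9 higher and 7 lower genes, IL-15 against IL-2 15 and 57, and IL-2v against IL-15 47 and 19. The dose gave 157 and 103 for IL-2, 76 and 23 for IL-2v and 24 and 4 for IL-15. Day 5 against day 3 gave 30 and 46, day 10 against day 3 gave 30 higher, and activation gave 260 lower. Against no cytokine on day 3, the counts were 6 and 350 with 5 and 50 IU/mL IL-2, 6 and 323 with IL-2v, and 11 and 24 with IL-15. On day 5 they were 71 and 962 with IL-2 and 40 and 273 with IL-15. IL-2v was nearer to IL-15 in 1 pair.

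Without the expression filter more genes are tested by construction. IL-2v against IL-2 then gave 26 lower genes, IL-15 against IL-2 58 higher and 182 lower, and IL-2v against IL-15 259 and 70. The dose gave 481 and 370 for IL-2, 345 and 78 for IL-2v and 122 higher for IL-15. Day 5 against day 3 gave 90 and 264, day 10 against day 3 gave 81 and 1065, and activation 1579 and 1042. Against no cytokine on day 3, the counts were 35 and 1137 with 5 and 50 IU/mL IL-2, 42 and 1009 with IL-2v, and 47 and 110 with IL-15. On day 5 they were 428 and 2934 with IL-2, 1499 and 3192 with IL-2v, and 240 and 1014 with IL-15. With lists limited to genes of at least 20 CPM, effector was called higher in 2 pairs of IL-2v against IL-15 (4).

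In cells without a Mki67 or Top2a UMI, IL-2v against IL-2 gave 32 higher genes, of which 18 were among the 61, the dose of IL-2v 60 lower and day 10 against day 3 256 lower. Against no cytokine on day 3, the counts were 850 with 50 IU/mL IL-2 and 33 and 1225 with 5 and 50 IU/mL IL-2v, and on day 5 the count was 33 with 5 IU/mL IL-15. IL-2v was nearer to IL-15 in 0 pairs. The cell cycle median became 0.48 for the dose of IL-2 (−0.06) and −0.0898 for that of IL-15 (0.28). For the dose of IL-2v it kept its sign and rose to above that of IL-2. The STAT5 target median became −0.12 for day 10 against day 3 (0.05).

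Without cells above 2 times the median UMIs, IL-2v against IL-15 gave 225 higher genes, and 5 IU/mL IL-15 against no cytokine on day 5 gave 55. IL-2v was nearer to IL-15 in 0 pairs, the cholesterol synthesis median of IL-15 against IL-2 was −0.0125, Tcf7 cells were more frequent with IL-2v than with IL-2 in 1 pair (2), and cycling cells were more frequent with IL-15 than with IL-2 in 0 pairs (1). At most 5% mitochondrial UMIs gave 29 genes for 5 IU/mL IL-2v against no cytokine on day 3 (16) and 1 pair with more Tcf7 cells in IL-2v than in IL-2, as did thinning to 1000 UMIs, with 1 pair.

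Without thinning, the cycling share was lower in cells with a Tcf7 UMI in 5 libraries (13) and higher in 3 (0). Deeper cells have more UMIs of every gene by construction, so both features rise together with depth. With at least 3 UMIs of the cell cycle list as the rule, which 66.6% of naive cells met, it was lower in 5 and higher in 2, and cycling cells were more frequent with IL-15 than with IL-2 in 2 pairs (1).

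Fewer pairs make the same sign in all of them easier to meet by construction. Without day 3, IL-2v against IL-2 gave 189 higher and 35 lower genes, IL-15 against IL-2 50 and 216, IL-2v against IL-15 365 and 80, and the dose 288 lower for IL-2, 221 and 84 for IL-2v, and 151 and 31 for IL-15. Cholesterol synthesis was called higher in 1 pair of IL-15 against IL-2 (3). Without day 5, IL-2v against IL-2 gave 28 and 36, IL-15 against IL-2 46 higher, IL-2v against IL-15 78 and 62, and the dose of IL-2 326 lower, and STAT5 target was called higher in 1 pair of IL-2v against IL-2 (3). Without day 10, IL-2v against IL-2 gave 26 higher, IL-2v against IL-15 18 lower, and the dose of IL-15 26 and 3. The effector and inhibitory receptor lists were then called lower in 1 and 1 pairs of IL-2v against IL-2 (3 and 3), and the dose effect of IL-2 on Gzma became −0.28 (1.52). Where a count fell although fewer pairs had to share a sign, the median or the mean expression of the remaining pairs set it by construction.

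Without genes with near-identical copies, 8 genes, all of them higher, were left for 5 IU/mL IL-2 against no cytokine on day 3 (14). For 5 IU/mL IL-15, 13 were left (24). Depth limits what can be read for genes near the floor: 1 UMI in the library with the fewest UMIs, 10589950, is a small part of 1 CPM, but with thinning to 2000 UMIs a cell holds few molecules of a gene such as Tcf7, so a cell without a UMI is not a cell without the gene.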

Other observations

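The tests of dilution in cycling cells, of T cell markers in cells with Hspa1a or Hspa1b, of the immediate early list, of B cells, of day 5 and of swapped labels were chosen only after results were seen, and that of cells never activated was chosen before. The genes named in this part outside the naming rule (Lars2, Gm42418, Dnajb1, Hsph1, Hspb1, Ighm, Igkc, H2-Ab1 and the immediate early genes) were chosen after their values were seen.

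The lower cycling share in cells with a Tcf7 UMI, found in 13 libraries, was seen after each cell had been thinned to 2000 UMIs. Cycling cells had more UMIs than the others in 20 of 20 activated libraries. More UMIs make both features easier to see and would raise the ratio of the cycling shares, as in the unthinned cells, where the share was lower in 5 libraries and higher in 3. In a thinned cell, dilution of Tcf7 by more RNA in cycling cells would lower the ratio. Within 10 classes of UMIs per cell the ratio had a median of 0.921 over the 20 libraries (0.765 to 1.62), with its 95% interval below 1 in 10 libraries and above 1 in 3. Dilution cannot be told apart from a lower rate of division in cells that express Tcf7, because UMIs per cell reflect both RNA content and capture and the libraries went both ways. Both stay open. A first test on the 13 libraries alone was dropped because they were chosen by their shares.

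Hspa1a and Hspa1b, genes of inducible heat shock proteins (chromosome 17, 34969190 to 34972156 and 34956436 to 34959238 in GENCODE vM21, GRCm38), had a UMI in 8.30% of cells on day 3 and 13.7% on day 5 with 50 IU/mL IL-2, and in at most 0.884% of cells in each other library. Cells of another lineage are argued against as the source, since each of 6 T cell markers was seen among the cells with such a UMI at no less than 0.903 of its share among the other cells, in both libraries. This test replaced a first test on the share of cells alone. The UMIs lay in a minority of cells, 6.79 and 5.55 per cell that had any, where an even spread would have reached 41.6% and 51.4% of cells. A subset of T cells in another state stays open. Dnajb1 stood at 80.8 and 70.1 CPM, Hsph1 at 59.4 and 38.5 CPM and Hspb1 at 6.30 and 12.5 CPM in these libraries. On day 10 with the same dose Hspa1a stood at 0.183 CPM. An immediate early response to handling cannot be told apart from an effect of IL-2: the median difference of 12 immediate early genes was 0.35 over 4 pairs with the IL-2v and IL-15 libraries of the same day and dose, but the pairs gave 0.33, 0.80, −0.03 and 0.37, and heat shock genes need not follow those genes. A stress of these cultures or libraries may be the source, and stays as open as the dose.

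Ighm, which encodes the heavy chain of IgM, had a UMI in 11.5% to 90.3% of cells per library, at 27.4 to 739 CPM. B cells or their free RNA are argued against, since Igkc, an abundant light chain of B cells, was at no more than 0.459% of the Ighm level in any of 21 libraries and Cd79a at no more than 0.535%. This test replaced a first test on the median of several B cell genes, which was undecided because H2-Ab1 had a median of 6.74% of the Ighm level and up to 243%. The source of H2-Ab1 was not examined. Ighm RNA from the T cells themselves, or from a transcript that the authors' annotation assigns to Ighm, stays open and was not tested.

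Gm42418 and AY036118, which overlap on opposite strands, were higher on day 5 than on day 3 in all 6 conditions with cytokine, Gm42418 by 1.39 to 2.35 and AY036118 by 2.53 to 3.44. Lars2 was higher by 1.03 to 2.27. In the libraries without cytokine the difference of Gm42418 was 0.92, that of AY036118 1.45 and that of Lars2 0.37. From day 3 to day 10, Gm42418 differed by −1.05 to 0.15 and Lars2 by −1.01 to −0.0701, while AY036118 was still higher by 0.89 to 1.27 in each condition. Day 5 libraries made or sequenced apart from the others cannot be told apart from an effect of the day, because each day would be a batch of its own and the labels name none.

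Cish and Socs1, targets of STAT5, were lower at 50 than at 5 IU/mL IL-2 on day 10 (163 against 377 CPM for Cish and 71.9 against 524 CPM for Socs1), and both were higher on day 3 (147 against 13.97 CPM and 141 against 63.9 CPM). On day 5 Cish was higher (97.4 against 17.2 CPM) and Socs1 already lower (109 against 162 CPM), so the genes did not reverse together. Cish at 50 IU/mL was no lower on day 10 than on day 3, and at 5 IU/mL both genes were at their highest on day 10. Swapped labels of the 2 libraries are argued against: the stemness list differed by −2.90 in the direction of the other days, where a swap would turn it around. A late rise of these genes at the low dose, with a fall of Socs1 alone at the high dose, describes the values, and its cause was not tested.

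The day 10 library with 5 IU/mL IL-15 lay nearest the naive library. The 5 genes named for the largest falls on activation differed from the naive level by a median of −2.20. The values were −6.62 for Ccr9, −5.19 for Dtx1, −2.20 for Hsd11b1, −1.52 for Il6ra and 0.33 for Rflnb. Cxcr6 stood at 2.06 and Bcl2 at 1.43 above the naive level, while Ccl5 differed by 0.24 and Eomes by −0.88. These values argue against unchanged naive cells as the whole of this library. Whether its cells were ever activated cannot be decided, since no library held cells cultured without activation. The 5 genes were also chosen by their falls from the same naive library. A return of activated cells toward a resting state is a hypothesis that these values do not exclude.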
